A study of Mus musculus with 16 samples. Its data were reported in "Cell type- and factor-specific nonsense-mediated RNA decay" (2025).

How the data were processed

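RNA was measured in frontal cortex and cerebellum of adult mice that lacked Upf3b (Upf3b-KO) and of control littermates (Ctrl). Upf3b encodes a factor of nonsense-mediated RNA decay (NMD), the pathway that degrades a subset of messenger RNAs. The 16 libraries formed 4 groups of 4, each for a tissue and genotype, and each library was placed in its group from its sample label. No column of the deposited tables was left without a sample.

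The authors depleted ribosomal RNA, made libraries with a SMART-Seq kit and sequenced read pairs on an Illumina NovaSeq. They aligned the reads to the mouse genome GRCm39 with STAR and estimated transcript levels with RSEM. The deposited values are expected counts per Ensembl transcript, which are RSEM's estimates of how many reads came from each transcript and need not be whole numbers. They were not scaled for depth or length, and transcripts at 0 in every library were kept. Reads that match several transcripts are divided among them by the model, so the value of one transcript depends on its isoforms and on similar sequences elsewhere in the genome. Whether the counting used the strand of the reads was not stated, so overlapping genes are uncertain.

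Each deposited matrix held 142435 transcripts, of which 141102 matched GENCODE vM39 by identifier and 1333 did not. The matched transcripts carried 99.3% to 99.4% of the counts of a library and came from 55266 genes. Symbols, coordinates (GRCm39), transcript types and coding ends were taken from that annotation, which is not the release the authors used. A downstream exon junction (dEJ), a feature that marks candidate NMD targets, was assigned where the annotated stop codon lay at least 50 nt upstream of the last exon junction. It was present in 7399 of 54488 transcripts with a complete coding end, and 7152 of those 7399 carried the annotated transcript type for nonsense-mediated decay. Gene values were sums of the counts of the matched transcripts of a gene.

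Expected counts were rounded and analysed in R 4.3.3 with edgeR 4.0.16, which uses limma 3.58.1. Matrices were read with data.table, version 1.17.8. Within each tissue, low counts were removed with filterByExpr (minimum count 10, minimum total 15), libraries were scaled by the trimmed mean of M values (TMM), and Upf3b-KO was compared with Ctrl by the quasi-likelihood F test with Benjamini-Hochberg adjustment. A transcript or gene was called changed at an adjusted p under 0.01 and a fold change over 2. The standard error of a log2 fold change was taken as its absolute size divided by the square root of F. The difference between the tissues was tested as the tissue by genotype interaction over all 16 libraries, with the same test and thresholds. Levels are given as CPM, counts scaled to the library total. Where n is 4 in the Upf3b-KO cerebellum, means and SDs of CPM include the library with 64981 counts. Checks of spread left that library out. Marker lists kept it, but pooled the counts of a group, so that it weighs little there.

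Comparisons, thresholds, gene lists of NMD factors and targets, the naming rule and most alternatives were chosen before the data were examined. The transcripts named are the 5 called up and the 5 called down with the smallest adjusted p in each tissue among those where every Upf3b-KO library lay beyond every Ctrl library in CPM, the 5 up in both tissues with the smallest larger p, and the 3 in each direction with the smallest adjusted p of the interaction. Other genes that are named were chosen after their values were seen or belong to a list. Counts of overlap were tested with Fisher's exact test (two-sided) over features tested in both tissues, and features are not independent replicates, so these p-values are descriptive. The share of transcripts with a dEJ was compared between up and down calls in the same way. Shares have Wilson intervals at a confidence level of 95%. The floor of a library is 3 counts of its total, and intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules.

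The fits were tested on simulated counts in which 200 features had known fold changes. They recovered 199 or 200 of the 200 in each fit, with 0 to 2 false calls and none in the wrong direction. The simulated spread was set alike for genes and transcripts. It was smaller than that fitted to the real transcripts, a coefficient of variation of 49.5% in frontal cortex and 48.6% in cerebellum. Only well-counted features were changed, all by more than 2-fold. The simulation therefore does not measure how many real transcript changes are found or falsely called.

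The alternatives were DESeq2 1.42.0 in place of edgeR, median-of-ratios scaling, no filter or a stricter filter on low counts, a fold change over 1.5, an adjusted p under 0.05 with no fold limit, a test against a 2-fold change (glmTreat), the replicate number as a block, transcripts summed per gene, all 16 libraries in one fit, unrounded counts, library sizes without the 20 largest features, transcripts with at least 5 CPM in both tissues, a looser definition of sharing, the annotated decay type in place of the dEJ rule, and leaving out each library in turn. A filter on genes with a mean of at least 10 CPM and the interaction on summed genes were added after seeing the data. EBSeq, which the authors used for transcripts, and IsoformSwitchAnalyzeR, which they used for changes in isoform usage, were not used here. Other assays of the study, extended 3′ UTRs as a selection rule and correlated expression modules were not analysed here.

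Marker lists for sex, immediate early genes, oligodendrocytes, astrocytes, microglia, endothelial cells, choroid plexus, granule cells, Purkinje cells, cortical neurons, striatum and blood were written before the data were examined. Further lists for choroid plexus, striatum and brain stem, and later for male germ cells, somatic cells of the testis, liver and skeletal muscle, were written after results had been seen and before the genes on them were looked at. Their log2 ratios compare CPM from the counts pooled over the libraries of a group, with a group at or under the floor set to the floor.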

Results

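Bulk RNA-seq was performed on frontal cortex and cerebellum of adult Upf3b-KO mice and Ctrl littermates, with 4 libraries per tissue and genotype. In frontal cortex, the Ctrl libraries held 33310350, 32990199, 34501210 and 32222278 counts and the Upf3b-KO libraries 33586848, 30606038, 30342874 and 32432227. In cerebellum, the Ctrl libraries held 34565345, 34010066, 30286057 and 27660078 counts. Upf3b-KO libraries 2, 3 and 4 of the cerebellum held 28656208, 35238677 and 34041999, while Upf3b-KO library 1 held only 64981 counts. With so few counts, 3 reads in that library already correspond to 46.2 CPM, against 0.0851 to 0.108 CPM in the other cerebellar libraries.

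Between 63103 and 67356 transcripts were detected per library in frontal cortex. In the 7 other libraries of the cerebellum the number was 62087 to 67316, whereas 12612 were detected in Upf3b-KO library 1. The 20 most abundant transcripts took 8.06% to 8.68% of the counts in frontal cortex and 6.85% to 7.47% in those 7 cerebellar libraries. Over the 15 deep libraries, the leading principal component held 31.5% of the variance and the next 11.5%. With the shallow library included, the leading component held 47.5%. Spearman correlations across genes (summed transcripts) between deep libraries of a group were 0.932 to 0.95. Between genotypes they were 0.929 to 0.931 in frontal cortex and 0.911 to 0.913 in cerebellum. Between the tissues they were 0.874 to 0.912. The shallow library correlated with the others at 0.736 to 0.752.

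**Figure D1:**
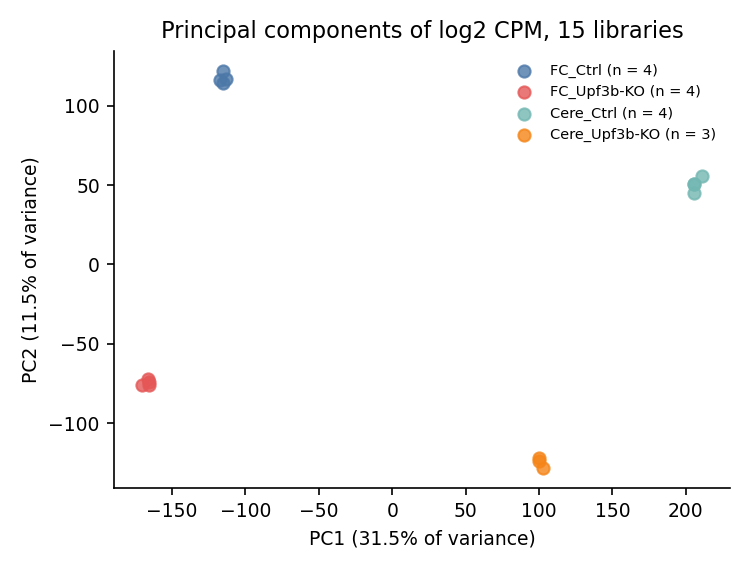
Scores of the libraries on the leading principal components of log2 CPM of transcripts, with one point per library coloured by tissue and genotype. The axes give the percent of variance each component held, 31.5% and 11.5% over the 15 deep libraries.

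The level of Upf3b was examined first, because it checks the genotype labels. Upf3b (X chromosome of GRCm39, 36355174 to 36374019, minus strand) fell from 14.8 ± 0.64 CPM (SD, n = 4) in Ctrl to 0.559 ± 0.26 (SD, n = 4) in Upf3b-KO frontal cortex. In cerebellum it fell from 22.7 ± 1.2 (SD, n = 4) to 0.552 ± 0.4 (SD, n = 4). The log2 fold change was −4.79 (SE 0.16) in frontal cortex, with an adjusted p of 4.75e-16 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and every Upf3b-KO library lay below every Ctrl library. In cerebellum the log2 fold change was −4.96 (SE 0.13), with an adjusted p of 1.51e-19 by the same quasi-likelihood test, and the 3 deep Upf3b-KO libraries lay below every Ctrl library. Upf3b counts in Upf3b-KO libraries were 3.77% and 3.28% of the Ctrl level in frontal cortex and cerebellum. The shallow cerebellar library had 0 Upf3b counts, which at its depth allows up to 46.2 CPM, so it does not check its own label.

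**Figure D2:**
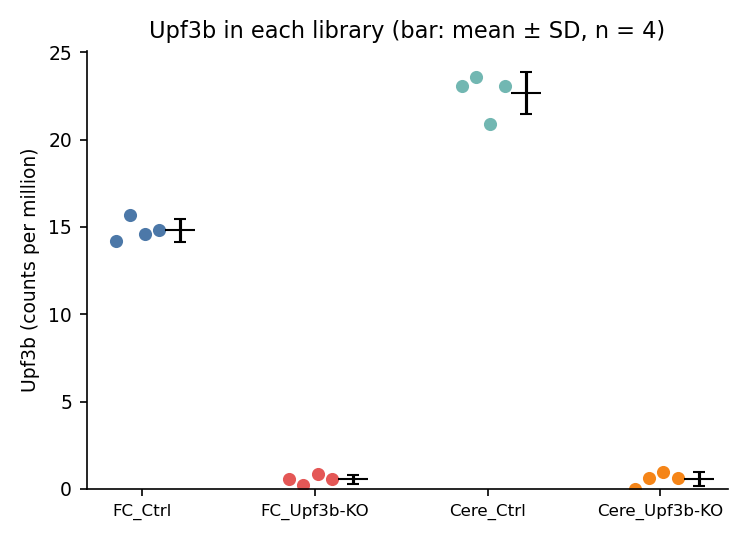
Upf3b in CPM in each library of frontal cortex and cerebellum, with group means and SDs (n = 4). The Ctrl libraries sit between 14.2 and 23.6 CPM and the Upf3b-KO libraries between 0 and 0.965 CPM.

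To find RNAs whose level depends on Upf3b in frontal cortex, Upf3b-KO was compared with Ctrl across 42318 tested transcripts. There, 1166 transcripts were called up and 196 down, 1362 in all. For every one of these calls all 4 Upf3b-KO libraries lay beyond all 4 Ctrl libraries, which the threshold itself makes likely. Of the alternatives, an adjusted p under 0.05 with no limit on the fold change moved this count most, to 6921. With all 16 libraries in one fit it was 905. At the gene level, 18218 genes were tested and 1668 were called up and 193 down. Of the genes up, 59.4% (990 of 1668) passed the filter on low counts in frontal cortex only, with 678 tested in both tissues. Without the shallow cerebellar library 1, 918 of the 1668 were tested in both. On a list of 30 male germ cell genes, 26 were over 2-fold higher in Upf3b-KO frontal cortex. Among genes with a mean of at least 10 CPM, a limit chosen after seeing the data, 122 were up and 34 down.

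The same comparison in cerebellum called 621 of 40281 transcripts up and 356 down, 977 in all. Of these, 380 of the 621 up and 332 of the 356 down had all 4 Upf3b-KO libraries beyond all 4 Ctrl libraries. Values of 0 in the shallow Upf3b-KO library 1 are fixed by its depth, and without it the genotypes did not overlap in any of the 621 and 356. The shallow Upf3b-KO library 1 decided much of this count. Without it, 1533 transcripts were up and 580 down, 2113 in all, and 619 of the 621 and 340 of the 356 original calls remained. Leaving out Upf3b-KO library 2, 3 or 4 instead gave 440, 470 or 465 calls. At the gene level 16784 genes were tested, with 1377 up and 507 down, and DESeq2 called 748 up and 207 down. The median log2 fold change over all tested features was between −0.02 and 0.01 in these 4 fits, and scaling by the median of ratios moved it by at most 0.014.

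Transcripts are named by their gene, with the Ensembl transcript identifier at the first mention. Of the 5 transcripts up in frontal cortex with the smallest adjusted p, Ttr (ENSMUST00000075312, chromosome 18, 20798296 to 20807467) rose from 7.94 ± 0.38 to 1850 ± 26 CPM (SD, n = 4 each). Its log2 fold change was 7.80 (SE 0.037), with an adjusted p of 1.29e-11 by the quasi-likelihood test with Benjamini-Hochberg adjustment. Enpp2 (ENSMUST00000041591, chromosome 15, 54701324 to 54784106) rose from 174 ± 4.5 to 2590 ± 24 CPM and Kl (ENSMUST00000078856, chromosome 5, 150876072 to 150917282) from 7.71 ± 0.67 to 165 ± 4.4 CPM. Ttr and Kl belong to the list of choroid plexus genes, all 6 of which were over 2-fold higher in Upf3b-KO in both tissues. Penk (ENSMUST00000070375, chromosome 4, 4132722 to 4138968), on a list of striatal genes, rose from 36.2 ± 1.8 to 239 ± 2.6 CPM. Gm8797 (ENSMUST00000192045, chromosome 3, 5815866 to 5816355) rose from 3.92 ± 0.35 to 198 ± 1.4 CPM, but 79.6% of its sequence is shared with the Ubb transcript ENSMUST00000019649, so its level is uncertain. The log2 fold changes of these other 4 lay between 2.66 and 5.59, and the largest of their adjusted p-values was 1.31e-08.

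The 5 transcripts down in frontal cortex included Ubb (ENSMUST00000019649, chromosome 11, 62441994 to 62445102), which fell from 2320 ± 27 to 1120 ± 22 CPM (SD, n = 4 each). It shares most of its sequence with Gm8797 and transcripts of Ubb-ps, and the sum over these copies changed by −0.19 on the log2 scale, so the fall of this transcript is uncertain. Rpl26 (ENSMUST00000073471, chromosome 11, 68792344 to 68795360) fell from 74.3 ± 4.3 to 4.12 ± 0.41 CPM, while the sum over it and its copies changed by −0.18. Kifc2 (ENSMUST00000004294, chromosome 15, 76544420 to 76552402) fell from 581 ± 3.2 to 285 ± 6.1 CPM. Ccn3 (ENSMUST00000050027, chromosome 15, 54609012 to 54620154) fell from 219 ± 3.1 to 102 ± 2.1 CPM. Ccar2 (ENSMUST00000035612, chromosome 14, 70375366 to 70391320) fell from 95.5 ± 1.5 to 16.6 ± 1.1 CPM. Log2 fold changes of the 5 were between −4.24 and −1.09, and the largest adjusted p was 5.02e-08 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with all 4 Upf3b-KO libraries below all 4 Ctrl libraries for each.

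In cerebellum, the 5 transcripts up were Kl, Ttr, Gm8797, Sst and Slc17a6. Ttr rose from 2.05 ± 0.19 to 1230 ± 35 CPM (SD, n = 4 each) and Kl from 1.01 ± 0.14 to 92.2 ± 31 CPM, with 139 CPM in the shallow library. Sst (ENSMUST00000004480, chromosome 16, 23707321 to 23709708) rose from 0.971 ± 0.065 to 40.2 ± 4 CPM. Slc17a6 (ENSMUST00000032710, chromosome 7, 51271434 to 51320867) rose from 9.33 ± 0.49 to 151 ± 8.7 CPM. Their log2 fold changes were 4.02 to 9.11, and the largest adjusted p was 1.27e-06 by the quasi-likelihood test with Benjamini-Hochberg adjustment, with all 4 Upf3b-KO libraries above all 4 Ctrl libraries for each. The 5 down were Ccar2, Rpl26, Ifit3, Ctxn3 and Gdf10. Ifit3 (ENSMUST00000102825, chromosome 19, 34560899 to 34566443) fell from 25.9 ± 1.1 to 0.994 ± 0.68 CPM. Ctxn3 (ENSMUST00000091892, chromosome 18, 57601476 to 57611207) fell from 77.4 ± 1.5 to 4.09 ± 2.9 CPM. Gdf10 (ENSMUST00000168727, chromosome 14, 33645273 to 33659940) fell from 262 ± 4.8 to 108 ± 21 CPM. Log2 fold changes of the 5 down were between −4.31 and −1.44, and the largest adjusted p was 9.42e-06 by the same quasi-likelihood test. All 4 Upf3b-KO libraries lay below all 4 Ctrl libraries, but for Ifit3 only the 3 deep ones count, since the shallow library allows up to 46.2 CPM.

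The study asked whether the regions share Upf3b-dependent RNAs, so the calls were compared across the 36194 transcripts tested in both tissues. Of these, 537 were up in frontal cortex, 613 in cerebellum and 133 in both, where 9.09 would be shared by chance (odds ratio 24.1, two-sided Fisher's exact p 4.13e-116). The shared transcripts were 24.8% of those up in frontal cortex and 21.7% of those up in cerebellum. An adjusted p under 0.05 with no fold limit moved the shared count to 653. Without the shallow library 265 were shared, without cerebellar Upf3b-KO library 4 only 67, and restricting the count to transcripts with at least 5 CPM in both tissues gave 81. Down calls overlapped in 56 of 162 and 282 transcripts (odds ratio 83.6). Only 2 transcripts were up in frontal cortex and down in cerebellum, and 7 showed the opposite. On the gene level, 333 of 678 and 1349 genes up were shared, against 56.6 by chance (odds ratio 13.7), and without the shallow library 527.

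Among the 133 shared transcripts, the 5 with the smallest larger adjusted p were Kl, Ttr, Gm8797, Fis1 and Inpp5f. Fis1 (ENSMUST00000111094, chromosome 5, 136982101 to 136995088) rose from 35.8 ± 2.7 to 99.3 ± 5.2 CPM in frontal cortex and from 16.5 ± 0.82 to 117 ± 66 CPM in cerebellum (SD, n = 4 each), where the shallow library had 215 CPM from 14 counts. Inpp5f (ENSMUST00000118605, chromosome 7, 128290213 to 128298696) rose from 18.7 ± 2.6 to 76 ± 3.8 CPM in frontal cortex and from 30.7 ± 3.8 to 164 ± 44 CPM in cerebellum.

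Most transcripts called up in one tissue and tested in both moved the same way in the other. The 629 of 1166 frontal cortex up calls that were not tested in cerebellum are left out. Down calls were not examined in this way. Of the 537 transcripts up in frontal cortex, 471 (87.7%, 95% Wilson interval 84.7% to 90.2%) were higher in Upf3b-KO cerebellum as well, compared with 49.7% of all transcripts, and their median log2 fold change there was 1.21. Of the 613 up in cerebellum, 396 (64.6%, Wilson interval 60.7% to 68.3%) were higher in Upf3b-KO frontal cortex, compared with 49.5% of all, with a median of 0.28. At an unadjusted p under 0.05, 21.4% of those 613 were lower in frontal cortex. Across all transcripts, which are not independent replicates, the log2 fold changes of the tissues correlated with a Pearson r of 0.31 and a Spearman rho of 0.25. Across genes these were 0.43 and 0.28.

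**Figure D3:**
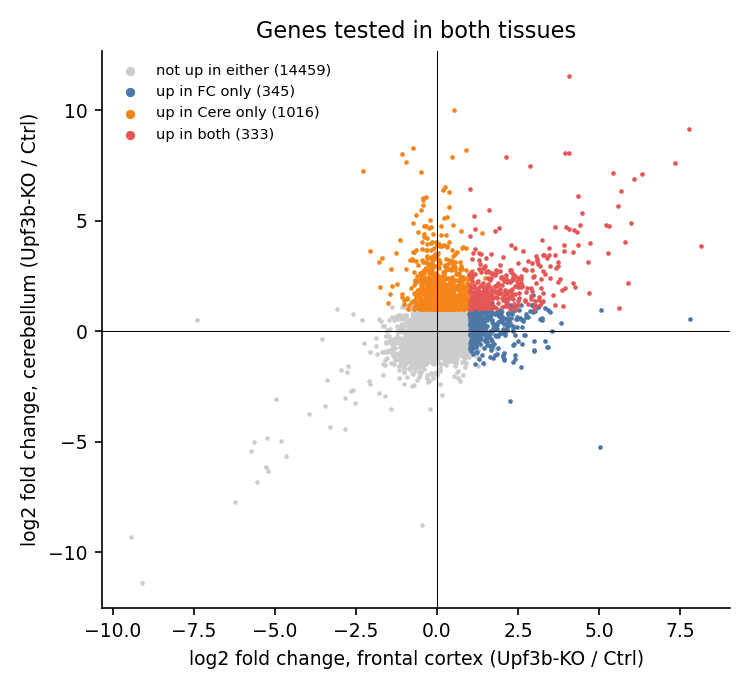
Log2 fold change of Upf3b-KO against Ctrl per gene in frontal cortex (x axis) and cerebellum (y axis), with one point per gene and the genes called up coloured by tissue. Among genes tested in both tissues, 333 were up in both, 345 in frontal cortex only and 1016 in cerebellum only.

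Whether a response differed between the tissues was tested directly by the tissue by genotype interaction over 50058 transcripts. It called 1120 transcripts, of which 818 had a positive value, cerebellum minus frontal cortex, and 302 a negative one. An adjusted p under 0.05 with no fold limit gave 3138, and leaving out the shallow library gave 1582. Among transcripts tested in both tissues, 404 were called up in frontal cortex only, and 66 of these were also called in the interaction. Of the 480 called up in cerebellum only, 330 were. With transcripts summed per gene, chosen after seeing the data, these counts were 187 of 345 and 684 of 1016. The 3 transcripts with a positive value and the smallest adjusted p were Sst, Basp1 (ENSMUST00000058845, chromosome 15, 25363350 to 25413859) and Rasgrf2 (ENSMUST00000151408, chromosome 13, 92027891 to 92269375). Their interaction log2 values were 5.88, 4.31 and 3.89, with adjusted p-values of at most 1.48e-12 by the quasi-likelihood test with Benjamini-Hochberg adjustment over 16 libraries. Sst fell from 182 ± 3.7 to 122 ± 4.5 CPM (SD, n = 4 each) in frontal cortex while it rose in cerebellum. The 3 with a negative value were Strip2 (ENSMUST00000046028, chromosome 6, 29916976 to 29959680), Kcng4 (ENSMUST00000061828, chromosome 8, 120349688 to 120362762) and Clic6 (ENSMUST00000023670, chromosome 16, 92295002 to 92338739), at −3.11, −1.80 and −4.57. Clic6 is on the choroid plexus list and was already at 19.9 ± 1.4 CPM in Ctrl cerebellum, against 1.26 ± 0.33 CPM in Ctrl frontal cortex (SD, n = 4 each).

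Because a dEJ marks candidate NMD targets, its frequency was compared between calls. In frontal cortex, 91 of the 943 up transcripts with a defined coding end had a dEJ (9.65%), against 7 of 136 down (5.15%). The odds ratio was 1.97 with a two-sided Fisher's exact p of 0.109, so the difference did not pass 0.05. In cerebellum, 28 of 538 up (5.20%) and 7 of 279 down (2.51%) had one, with an odds ratio of 2.13 and an exact p of 0.0994. Without the shallow library 1, 94 up and 16 down transcripts of the cerebellum had a dEJ and the odds ratio was 1.92 with an exact p of 0.0152, and without Upf3b-KO library 3 it was 1.04. Among all tested transcripts with a coding end the shares were 9.03% and 9.41%. Restricting the calls to genes with a mean of at least 10 CPM, which was chosen after seeing the data, raised the odds ratio most, to 7.58 in frontal cortex (exact p 1.78e-06), and in cerebellum it gave 3.75 (exact p 0.00429). Set against transcripts that were not called, the up transcripts of the cerebellum had a lower share with a dEJ, at an odds ratio of 0.519 (exact p 0.000336), and those of frontal cortex did not differ (1.08, exact p 0.525). Without the shallow library, an alternative chosen after seeing the data, the odds ratio against transcripts not called was 0.723 in cerebellum (exact p 0.00236). Median 3′ UTR lengths of up, down and all tested transcripts were 421, 1266 and 1275 nt in frontal cortex and 1438, 1693 and 1334 nt in cerebellum.

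Over all tested transcripts, those with a dEJ had a median log2 fold change of 0.28 in frontal cortex and 0.24 in cerebellum, against 0.01 and 0.00 for those without. In genes with tested transcripts of both kinds, the dEJ transcripts moved up against the others by a median of 0.23 in frontal cortex (higher in 63.2% of 1951 genes) and 0.25 in cerebellum (higher in 66.0% of 1912 genes). Of the 65 dEJ transcripts up in frontal cortex that were tested in cerebellum, 59 were higher there, and 25 of the 28 up in cerebellum were higher in frontal cortex. Of these, 13 were called in both. Without the shallow cerebellar library 1, 66 of 74 and 77 of 88 were higher in the other tissue, and 27 were called in both. The interaction called 11 of 106 that were up in either tissue.

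**Figure D4:**
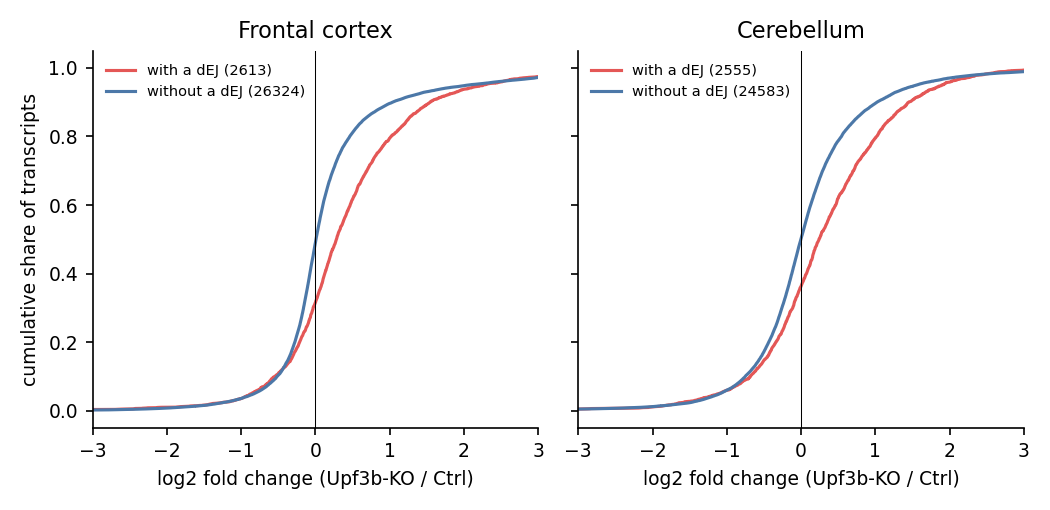
Cumulative share of tested transcripts (y axis) by log2 fold change of Upf3b-KO against Ctrl (x axis), with and without a dEJ, in frontal cortex (2613 of 28937 with a dEJ) and cerebellum (2555 of 27138). The curve of dEJ transcripts lies to the right in both tissues, with medians of 0.28 and 0.24.

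Genes for NMD factors and known NMD targets were listed to ask whether they responded as a group. Of the 21 besides Upf3b, 13 had an adjusted p under 0.05 in frontal cortex when adjusted over the list alone (11 higher, 2 lower), and 13 when adjusted over all genes tested. In cerebellum 15 had one adjusted over the list alone (7 higher, 8 lower), and 14 over all genes tested, but DESeq2 found only 5 (4 higher, 1 lower). Log2 fold changes were small, from −0.34 to 0.72 in frontal cortex and from −0.28 to 1.04 in cerebellum, and only Gas5 in cerebellum passed 2-fold. Gas5 rose from 48.4 ± 0.95 to 84.2 ± 1.1 CPM in frontal cortex and from 24.1 ± 1.4 to 49.7 ± 3.8 CPM in cerebellum (SD, n = 4 each). Its adjusted p was 5.07e-15 in frontal cortex (log2 fold change 0.72) and 5.08e-14 in cerebellum (1.04) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with all 4 Upf3b-KO libraries above all 4 Ctrl libraries in both. Among the NMD factors, Smg5 (0.56 and 0.30) and Upf2 (0.49 and 0.35) were higher in both tissues. Smg1 rose by 0.36 in frontal cortex and fell by 0.28 in cerebellum, and the interaction was −0.67 with an adjusted p of 8.01e-10 by the quasi-likelihood test with Benjamini-Hochberg adjustment. Upf3a, the paralog of Upf3b, changed by 0.27 in frontal cortex and −0.14 in cerebellum. Under DESeq2 the cerebellar values of Smg1 (−0.283, adjusted p 0.152) and Upf3a (−0.087, adjusted p 0.773) did not pass 0.05. Magoh and Magohb are near-identical paralogs, so their separate levels are uncertain.

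The spread between libraries of a group bears on every test above. For genes with 1000 to 3000 counts, the median ratio of variance to mean count between libraries was 1.55 to 1.89 over the 4 groups, and counting alone gives 1. The median coefficient of variation of these genes was 3.02% to 3.33%. The biological coefficient of variation that edgeR fitted per gene was 3.99% in frontal cortex and 3.85% in cerebellum. Per transcript it was 49.5% and 48.6%. The p-values above measure differences against this spread between libraries.

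**Figure D5:**
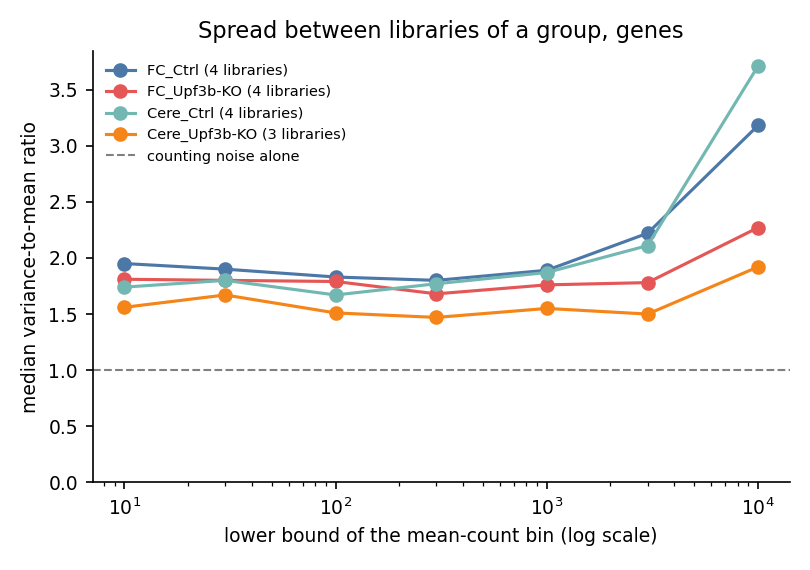
Median ratio of variance to mean count between libraries of a group (y axis) for genes binned by mean count (x axis, log scale), with one line per group. The ratio stayed between 1.47 and 2.22 for genes of up to 10000 counts in the 4 groups and reached 3.71 above that.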

Values the study reported

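The study sequenced RNA of frontal cortex and cerebellum from Upf3b-null mice and Ctrl littermates. With a 2-fold limit it listed 300 UPF3B-dependent target RNAs with a dEJ or a lengthened 3′ UTR in frontal cortex and 427 in cerebellum. Of these, 66 were shared by the regions, and 34 when the RNAs had to be expressed in both at a TPM above 5. With a limit of 1.5-fold it listed 358 targets in frontal cortex and 473 in cerebellum. At that limit 81 were shared, or 47 among co-expressed RNAs.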

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

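Tests of the shallow library and of the spread between libraries were chosen after the results were seen, and the marker lists that bear on the tissue differences were partly written after it. Of 82 groups of values examined for a single library far from the other 3, 17 had one, where chance gives about 1 in 20, or 4.1. Of the 17, 13 were the same library, Upf3b-KO library 1 of the cerebellum.

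Values are of the named transcripts. In that library 12612 transcripts were detected, against 65500 to 67300 in the other 3. Its Kl was at 139 CPM (the other 3 at 75.2 to 79.3), Sst at 46.2 (38.1 to 38.5), Slc17a6 at 139 (154 to 157), Ccar2 at 30.8 (17 to 18.3), Rpl26 at 19.5 (3.3 to 4.09) and Gdf10 at 139 (94.5 to 98.8). Fis1 was at 215 CPM (80.4 to 89.3), Inpp5f at 229 (138 to 146), Basp1 at 76.9 (37.6 to 42.3), Rasgrf2 at 92.3 (42.5 to 45.4), Kcng4 at 277 (188 to 195) and Clic6 at 30.8 (43 to 44.5). Library 1 held 64981 counts, so 46.2 CPM is 3 counts, and each of these values rests on few reads. The chi-square per degree of freedom of its gene counts against the other 3 pooled was 1.26, while the other 3, thinned to the same depth, gave 1.02 to 1.03. Thinning dilutes the spread that library preparation adds, and a library made at low depth would keep it, so a random part of a library like the other 3 cannot be told apart from another cause by this value. Against the pooled Ctrl libraries it was 3.14, as for the thinned Upf3b-KO libraries (2.85 to 3.11), which argues against a swapped label. Why the library is shallow stays open, and no biological explanation was tested.

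The other 4 values lay in deep libraries. Enpp2 was at 167 CPM in frontal cortex Ctrl 1 (176 to 177 in the other 3) and Strip2 at 18.1 in the same library (19.3 to 19.6). Ccn3 was at 98.5 CPM in frontal cortex Upf3b-KO 3 (103 in the others). Rpl26 was at 50.8 CPM in cerebellum Ctrl 3 (56.4 to 57.4). A count of 4 is what chance gives over 82 groups, the deviations were small beside the differences between genotypes, and no explanation was tested.

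Of the 22 named transcripts, 13 had a response that differed between the tissues by the interaction. Sst, Basp1, Rasgrf2, Strip2, Kcng4 and Clic6 were named for their interaction, which fixes part of that count. The interaction is given here as cerebellum minus frontal cortex on the log2 scale. It was positive for Sst (5.88), Basp1 (4.31), Slc17a6 (4.12), Rasgrf2 (3.89), Kl (1.86) and Ttr (1.26). It was negative for Clic6 (−4.57), Ctxn3 (−3.51), Strip2 (−3.11), Penk (−2.23), Kcng4 (−1.80), Ifit3 (−1.05) and Gdf10 (−1.04). Of these, Ctxn3, Ifit3 and Gdf10 fell further in cerebellum, so a negative value need not be a weaker response there. Strip2 and Kcng4 rose in frontal cortex (log2 fold changes of 2.026 and 1.186) and fell in cerebellum (−1.035 and −0.571). Of 100 splits of the libraries, the real one included, 1 gave as many interaction calls, so an arbitrary grouping of the libraries is argued against, and the highest other split gave 661.

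A technical explanation for several of these is RNA from neighbouring tissue. Ttr, Kl and Clic6 are on the choroid plexus list, and in an additional choroid plexus list written before its genes were looked at, 12 of 18 genes were over 2-fold higher in Upf3b-KO cerebellum and 16 of 18 in frontal cortex. Penk is on the additional striatal list, where 11 of 12 genes were over 2-fold higher in Upf3b-KO frontal cortex. Sst and Slc17a6 are expressed in many brain regions, and all 13 genes of a brain stem list were over 2-fold higher in Upf3b-KO cerebellum. Different amounts of such tissue in the samples may therefore produce part of the interaction. A difference between the regions in the response to the loss of Upf3b stays open and was not tested apart from tissue composition.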

How the results depend on the processing

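Of the comparisons of main results with their alternatives, 177 kept their direction and their side of the threshold, or stayed within 1.5 times for counts. Another 53 values moved, 10 passed a threshold they had not passed before, and 4 reversed. Except where stated, the cause was not tested. The filter on genes with a mean of at least 10 CPM, the interaction on summed genes and the dEJ share against transcripts not called without cerebellum Upf3b-KO 1 were chosen after seeing the data.

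Stricter and looser thresholds changed the counts by construction. A test against a 2-fold change (glmTreat) called 471 transcripts in frontal cortex, 234 in cerebellum and 422 in the interaction, 1216 and 884 genes, and 45 transcripts up in both tissues. With an adjusted p under 0.05 and no fold limit the same counts were 6921, 4031, 3138, 9711, 10888 and 653. A fold change over 1.5 gave 1534 transcripts and 3622 genes in cerebellum. Counting a transcript as shared when it passed in one tissue and was up at an unadjusted p under 0.05 in the other gave 508, and requiring 5 CPM in both tissues gave 81. Summed per gene, 1884 were called in cerebellum, 333 were up in both tissues and 1871 were called in the interaction.

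DESeq2 called 2755 transcripts in frontal cortex, 955 genes in cerebellum and 1751 transcripts in the interaction. It kept all 1166 up and 196 down transcripts of frontal cortex and 739 of the 1377 up and 206 of the 507 down genes of cerebellum. Without a filter on low counts, 3127 genes were called in cerebellum. With at least 10 counts in every library of one genotype, 1767 transcripts were called in cerebellum. All 16 libraries in one fit gave 905 transcripts in frontal cortex and 2359 in cerebellum. With the limit of 10 CPM, 473 transcripts and 156 genes were called in frontal cortex, 542 genes in cerebellum, and 73 transcripts were up in both tissues, since fewer features were eligible. Of the listed NMD genes of the cerebellum, 5 passed under DESeq2 rather than 15.

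The share of frontal cortex up calls that were higher in cerebellum was 91.8% without a filter, 84.3% with at least 10 counts, 92.3% under the test against 2-fold and 74.8% with no fold limit. The share of cerebellar up calls that were higher in frontal cortex was 60.5% at 1.5-fold and 68.5% per gene. Both stayed above 50% in every alternative run.

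The odds ratio of a dEJ in up against down calls passed 0.05 or reversed under several alternatives. In frontal cortex it was 3.01 at 1.5-fold (Fisher's exact p 0.000142), 4.83 with no fold limit (exact p 4.8e-32), 2.17 per gene (exact p 0.00972) and 7.58 with at least 10 CPM (exact p 1.78e-06). It reversed to 0.486 under the test against 2-fold (exact p 0.263), which left 4 down transcripts with a dEJ. In cerebellum it was 2.56 with median-of-ratios scaling (exact p 0.024), 2.60 with at least 10 counts (exact p 0.000608), 2.84 at 1.5-fold (exact p 0.00326), 3.11 with no fold limit (exact p 7.27e-10) and 3.75 with at least 10 CPM (exact p 0.00429). It reversed to 0.592 under the test against 2-fold (exact p 0.623), with 2 down transcripts, and to 0.519 against transcripts not called (exact p 0.000336), or 0.723 without Upf3b-KO 1 (exact p 0.00236).

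Leaving out 1 library at a time gave 924 to 1120 transcripts and 1837 to 1943 genes in frontal cortex. In cerebellum it gave 440 (without Upf3b-KO 2) to 2113 transcripts (without Upf3b-KO 1) and 1796 to 2407 genes. Without Upf3b-KO 3 or 4 there were 470 or 465 transcripts. Up in both tissues were 67 (without cerebellum Upf3b-KO 4) to 265 (without cerebellum Upf3b-KO 1), and the interaction called 888 to 1582 (without cerebellum Upf3b-KO 1). The shares that followed in the other tissue were 86.3% to 90.3% and 63.6% to 68.0%. The odds ratio of a dEJ was 1.39 to 2.04 in frontal cortex and 1.04 (without Upf3b-KO 3) to 2.30 in cerebellum. Without cerebellum Upf3b-KO 1 its exact p was 0.0152. Listed genes that passed were 13 to 14 and 11 to 16. With all libraries the filter needs 4 with enough counts, so a transcript seen only in the 3 deep Upf3b-KO libraries of the cerebellum was not tested there. This does not explain the rise in transcript calls, since leaving out a cerebellar Ctrl library also lowers that need to 3 and gave 867 to 973 calls. For the genes it may, as there the same fits gave 2355 to 2407, against 2339 without Upf3b-KO 1.

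The replicate numbers did not pair the libraries. Correlations of the deviations of same-numbered libraries were −0.049 to 0.156 between genotypes in frontal cortex, 0.048 to 0.261 in cerebellum, −0.124 to 0.036 between the tissues in Ctrl and −0.023 to 0.041 in Upf3b-KO. With the replicate number as a block, 460 transcripts were called in frontal cortex, 26 in cerebellum, 10 up in both and 275 in the interaction, and the shares that followed were 90.9% and 71.4%. Among named transcripts the block changed the call of Gdf10 in cerebellum, whose log2 fold change was −1.46 with an adjusted p of 0.0162. Over all its alternatives the adjusted p ranged from 1.57e-68 to 0.0162 (quasi-likelihood test with Benjamini-Hochberg adjustment, and DESeq2).

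Over 1058 comparisons of 74 single genes and transcripts with their alternatives, 996 kept direction and side, 41 changed side without reversing (30 weaker, 11 stronger) and 21 reversed. The reversals came from 6 listed genes with no change to speak of, with log2 values up to 0.049 in size and adjusted p-values of 0.544 or more (quasi-likelihood test with Benjamini-Hochberg adjustment, and DESeq2). In frontal cortex these were Smg8 (0.02 and 0), Smg6 (0.004 and 0.01) and Casc3 (−0.007). In cerebellum they were Smg9 (−0.018, −0.001, −0.004, −0.016, −0.029, −0.014 and −0.023), Cars1 (−0.005 in 2 alternatives, −0.009, −0.02, −0.021, −0.003, −0.001 and −0.028) and Dhx34 (−0.049). Leaving out 1 library at a time, log2 values were −0.055 to 0.02 for Smg8, −0.046 to 0.01 for Smg6 and −0.007 to 0.044 for Casc3 in frontal cortex, and −0.029 to 0.056 for Smg9, −0.028 to 0.042 for Cars1 and −0.049 to 0.153 for Dhx34 in cerebellum.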

Other observations

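Tests of the spread between libraries, of plain neuron loss, of calls by GC content and length, of near-identical copies and of dEJ transcripts in genes with a steady sum were chosen after the result was seen. The additional lists for choroid plexus, striatum, brain stem, testis, liver and muscle were written after the first results and before their own genes were looked at. All patterns here were found and tested on the same data and are hypotheses.

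Genes varied little between the libraries of a group. For genes with 1000 to 3000 counts, the largest median variance-to-mean ratio over the 4 groups was 1.89. From genes of 30 to 100 counts to genes of 1000 to 3000 counts this ratio rose by a factor of at most 1.04, although the mean count rose many fold. Above 3000 counts it rose in Ctrl, and in Upf3b-KO only above 10000. For genes over 10000 counts it was 3.71 in Ctrl and 1.92 in Upf3b-KO cerebellum, and 3.18 in Ctrl and 2.27 in Upf3b-KO frontal cortex. Differences between 4 animals add a variance that grows with the square of the mean, so this rise leaves room for some. Immediate early genes, which react within minutes to handling, had a median coefficient of variation of 6.92% in Ctrl frontal cortex and 10.3% in Ctrl cerebellum, where counting alone gives 4.77% and 6.81%. In Upf3b-KO it was 3.78% and 4.69%, where counting gives 4.27% and 5.19%. Other genes exceeded counting in Ctrl too, with 5.57% against 4.16% for 300 to 1000 counts in frontal cortex, so these genes decide nothing. The 25 listed male germ cell genes under 5 CPM in Ctrl of both tissues summed to 180, 183, 183 and 183 CPM in the Upf3b-KO frontal cortex libraries. Repeats of a single RNA sample or pool and 4 animals that differ little cannot be told apart with these values, and how much inbred mice usually vary was not measured here. If the libraries are repeats, the p-values describe noise between libraries and not between animals, and the genotype cannot be told apart from whatever else differed between the pools. Library preparation or filtering that suppresses variation was not tested.

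The splits of the libraries bear on the same point. Of the 35 ways to split the 8 libraries of a tissue into groups of 4, only 1, the real split, gave as many changed transcripts in frontal cortex, and the same held for transcripts in cerebellum and for genes in each tissue. Of 100 splits drawn for both tissues, 1 gave as many transcripts up in both and 1 as many interaction calls. The other splits within a tissue gave at most 2 calls. This argues against an arbitrary grouping of these libraries, but it says nothing about differences between animals if the libraries are repeats.

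Male germ cell genes were higher in Upf3b-KO frontal cortex. Of the 1668 genes up there, 990 were not tested in cerebellum, while of the 1377 genes up in cerebellum only 28 were not tested in frontal cortex. Part of this rests on the shallow library and the filter. Without cerebellum Upf3b-KO library 1, 918 of the 1668 rather than 678 were tested in both tissues, as were 1669 of the 1831 then up in cerebellum. The 990 had a median log2 fold change of 3.04, with quartiles of 2.44 and 3.61. On a list of 30 male germ cell genes, 26 were over 2-fold higher in Upf3b-KO frontal cortex, with a median of 3.01 (SD 0.984), and 4 of the 30 had at least 5 CPM in Ctrl. Prm2 rose from 6.04 to 48.7 CPM, Smcp from 4.95 to 44.7 and Tnp1 from 1.29 to 9.14, while H1f6 stayed within the floor in both genotypes. Of 12 somatic testis genes, 6 were over 2-fold higher, with a median of 1.14, and 0 of the 12 had at least 5 CPM in Ctrl. Leydig cell genes were mixed, with Cyp17a1 (2.49), Hsd3b6 (2.32), Insl3 (1.51) and Cyp11a1 (1.19) higher, Star (0.19) and Lhcgr (−0.12) hardly changed and Hsd3b1 within the floor. Lists for liver and skeletal muscle had medians of −0.14 and −0.20 with no gene over 2-fold higher in frontal cortex, and −0.17 and −0.02 in cerebellum, and 1 of these 12 genes had at least 5 CPM in Ctrl frontal cortex. The sum of the 25 listed genes under 5 CPM in Ctrl of both tissues was at 25.5 ± 1.5 CPM in frontal cortex Ctrl (SD, n = 4), 182 ± 1.5 in frontal cortex Upf3b-KO (n = 4), 8.38 ± 0.3 in cerebellum Ctrl (n = 4) and 20.5 ± 1 in the 3 deep cerebellum Upf3b-KO libraries. In cerebellum 1 of the 30 genes had 5 CPM or more in Ctrl, Sycp1, and it fell from 28.4 to 9.57 CPM. There, 21 of the 30 genes were over 2-fold higher and the median was 1.51. For somatic testis genes it was 0.63, with 2 of 12 over 2-fold higher and 2 of 12 with at least 5 CPM in Ctrl.

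Traces of testis RNA, from dissection, library preparation or index exchange between libraries sequenced together, may account for much of this. On the germ cell list, 26 of 30 genes were over 2-fold higher. These include Prm2 and Tnp1, genes of spermatids, which form only in the testis, but not all of the 26 are spermatid genes. Release of male germ cell genes by the loss of Upf3b is the biological alternative. Most of the germ cell genes were also higher in Upf3b-KO cerebellum (median 1.51), which both explanations allow. The explanations cannot be told apart with these libraries, because any carried-over RNA follows the groups. Among genes with a mean of at least 10 CPM, 122 were up in frontal cortex rather than 1668, and how many of the 1668 have this source was not tested.

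Choroid plexus genes were higher in Upf3b-KO in both tissues. The 6 genes of the initial list had a median log2 ratio of 5.60 in frontal cortex and 6.73 in cerebellum, with Ttr the most abundant (1850 CPM in Upf3b-KO frontal cortex), and 2 and 1 of them had at least 5 CPM in Ctrl. In the additional list of 18 genes, 16 were over 2-fold higher in frontal cortex (median 3.93, 6 genes with at least 5 CPM in Ctrl) and 12 in cerebellum (median 2.88, 8 genes with at least 5 CPM in Ctrl). This is consistent with choroid plexus tissue in the Upf3b-KO samples (12 of 18 in the tissue with fewer). An effect of Upf3b on choroid plexus genes stays open, as untested.

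Striatal genes were higher in Upf3b-KO frontal cortex. The initial list of 5 had a median of 2.14 there and 0.62 in cerebellum, and 3 and 1 of its genes had at least 5 CPM in Ctrl. Of the additional 12, 11 were over 2-fold higher in frontal cortex (median 2.01, 8 with at least 5 CPM in Ctrl), and the median in cerebellum was 0.67. Ppp1r1b rose from 67.7 to 298 CPM and Penk from 37.3 to 250 CPM. This is consistent with some striatum in the Upf3b-KO frontal cortex samples (11 of 12), and a change within the cortex stays open.

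In Upf3b-KO cerebellum, Purkinje cell genes (median −1.38, 4 genes) and granule cell genes (−0.96, 5 genes) were lower and oligodendrocyte genes higher (1.18, 6 genes). All 13 genes of a brain stem list were over 2-fold higher in cerebellum, with a median of 6.15 when genes under the floor in Ctrl were set to the floor, and 1 of them had at least 5 CPM in Ctrl. Slc6a5 rose from 35 to 176 CPM and Slc5a7 from 0.221 to 54.4 CPM. In frontal cortex 5 of the 13 had a value, with a median of 2.16. Plain loss of cerebellar neurons would raise markers of all other cells alike, but oligodendrocyte genes rose by 0.97 more than endothelial genes, which argues against it as the whole cause. Brain stem tissue in the Upf3b-KO cerebellum samples is a candidate explanation (13 of 13), and a change in cell numbers in addition stays open.

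Blood genes were higher in Upf3b-KO cerebellum, all 5 by 0.814 to 1.005, with a median of 0.98, and in frontal cortex the median was −0.21. Different amounts of blood in the samples were not tested apart from other causes. The remaining medians were smaller. Median log2 ratios in frontal cortex and cerebellum were 0.04 and −0.06 for sex genes, 0.53 and 0.46 for immediate early genes, −0.30 and −0.06 for astrocytes, 0.07 and 0.45 for microglia, 0.28 and 0.21 for endothelial cells and −0.09 and −0.11 for cortical neurons. All 11 immediate early genes were higher in Upf3b-KO frontal cortex (3 over 2-fold) and 7 in cerebellum (4 over 2-fold). Of these genes, Fos and Arc were called up in both tissues. In frontal cortex, oligodendrocyte genes had a median of 0.49, granule cell genes −0.23 and Purkinje cell genes 0.27. Genes with at least 5 CPM in Ctrl frontal cortex and Ctrl cerebellum numbered 4 and 4 of 5 for sex, 7 and 6 of 11 for immediate early genes, 6 and 6 of 6 for oligodendrocytes and for astrocytes, 6 and 5 of 6 for microglia, 5 and 5 of 5 for endothelial cells and for blood, 5 and 3 of 5 for cortical neurons, 2 and 5 of 5 for granule cells and 3 and 4 of 4 for Purkinje cells.

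Transcripts with a dEJ rose within genes. The dEJ transcripts moved up against the others by a median of 0.226 in frontal cortex and 0.246 in cerebellum. In genes with a mean of at least 10 CPM whose sum moved by less than 0.2 on the log2 scale, the shift was 0.215 in frontal cortex (63.2% of 1156 genes, two-sided sign test p 1.82e-19) and 0.249 in cerebellum (68.3% of 794 genes, p 3.25e-25). Tissue that expresses a gene at a like level with other isoforms would also shift its transcripts, so a change in tissue composition, with foreign isoforms, cannot be told apart from a loss of NMD activity by these values. Across 1712 genes, which are not independent replicates, the shifts of the tissues correlated with a Pearson r of 0.287 and a Spearman rho of 0.264, and 62.3% had the same sign. A loss of NMD activity toward such transcripts in both regions stays open.

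More transcripts were up than down, 1166 against 196 in frontal cortex and 621 against 356 in cerebellum. With an adjusted p under 0.05 and no fold limit these were 3671 against 3250 and 2037 against 1994, so the excess lies mainly in changes over 2-fold. Unspliced RNA would raise transcripts with a retained intron within their genes, but they moved by −0.136 in frontal cortex and −0.25 in cerebellum, which argues against it. GC content and length were known for 42047 of 42318 tested transcripts in frontal cortex and 40029 of 40281 in cerebellum. Over quintiles of GC content the median log2 fold change spanned at most 0.225, and over quintiles of transcript length at most 0.169, both in cerebellum, where the medians moved steadily from −0.157 to 0.068 with GC content and from 0.082 to −0.087 with length. Such a trend cannot give an excess of up calls in quintiles whose median it lowers. In the quintiles with a median below 0, pooled after the share of each quintile had been seen, 83.1% (GC content) and 81.1% (length) of the calls were up in frontal cortex, with two-sided exact binomial p-values of 8.43e-28 and 5.78e-22. In cerebellum these shares were 58.6% (229 up and 162 down, p 0.000823) and 62.1% (437 and 267, p 1.55e-10). This argues against either as the whole cause. Taken alone, the quintiles of lowest GC content and of the shortest transcripts in cerebellum had 56.2% and 56% up, which did not pass 0.05 (p 0.0828 and 0.294). The share there was 67.5% in the quintile of highest GC content, so a part played by GC content stays open. RNA from other tissues, as above, is a possible explanation for part of the excess. Of the transcripts up in frontal cortex, 53.9% (629 of 1166) were not tested in cerebellum. Part of that share rests on the shallow cerebellar library and the filter on low counts. Without that library, 702 of the 1166 were tested in both tissues, and 265 rather than 133 transcripts were up in both. With at least 10 CPM, 73 transcripts were up in both tissues, where fewer were eligible. These counts therefore do not decide whether RNA from other tissues plays a part.

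Genes down in both tissues lay close together. Of the 60, 43.3% had another of them within 1 Mb, against a median of 8.33% and a highest value of 30% in 10000 random sets matched on expression (permutation p 1e-04, the smallest possible). The largest group, 7 genes on chromosome 4 (42027873 to 42242073), includes Ccl21f, and whether its genes share sequence was not tested. Another 3 lie on chromosome 5 (49273101 to 49584125). Without the chromosome 4 group the share was 35.8%, against a highest random value of 34%. The 333 genes up in both tissues had 36%, against a random median of 36.5% (permutation p 0.6). A different genetic background around some loci in Upf3b-KO and Ctrl animals may lower these genes (43.3%). For the genes up in both, a background effect cannot be told apart from none by the 36%, since that set also holds choroid plexus and germ cell genes, which would hide a smaller group, and the copies of Ubb and Rpl26 that rose. Within 5 Mb of Upf3b on the X chromosome, 7.14% of genes were called in cerebellum (2 of 28) against 11.1% on the rest of the chromosome (exact p 0.757), and 3.23% in frontal cortex (1 of 31) against 10.2% (exact p 0.35). With so few genes, flanking DNA of the targeted cells cannot be told apart from no such effect there.

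The named transcripts of Ubb and Rpl26 fell while copies rose. A transcript of Gm8797 shares 79.6% of its sequence with the Ubb transcript. Summed over the 5 transcripts that share most of their sequence with that of Ubb, the log2 ratio in frontal cortex was −0.189, rather than −1.05 for it alone. Summed over the 6 for Rpl26, it was −0.182 in frontal cortex and −0.011 in cerebellum, rather than −4.17 and −3.91. Reads assigned to other copies may therefore produce most of these falls, for example after a strain variant in the sequence. Whether a variant exists was not tested, since reads were not used here.

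The number of transcripts up in both tissues was 133, and 81 with at least 5 CPM in both, with or without a dEJ. These are higher than the overlaps quoted from the study above at the 2-fold limit, which counted only RNAs that carried an NMD-inducing feature. The expression limits also differ, since the TPM used by the study is scaled for transcript length and CPM is not. The study called transcripts with EBSeq rather than edgeR. Of dEJ transcripts, 91 were up in frontal cortex, 28 in cerebellum and 13 in both, or 94 in cerebellum and 27 in both without cerebellum Upf3b-KO library 1. These are closer to what was counted there, apart from lengthened 3′ UTRs and targets the study found with IsoformSwitchAnalyzeR. They are lower than the values quoted from the study above. The number of transcripts up in frontal cortex was 1166. That is higher than the number of targets quoted from the study above, which counted only RNAs that carried an NMD-inducing feature.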
